# Chromosomal neighbourhoods allow identification of organ specific changes in gene expression

**DOI:** 10.1371/journal.pcbi.1008947

**Published:** 2021-09-10

**Authors:** Rishi Das Roy, Outi Hallikas, Mona M. Christensen, Elodie Renvoisé, Jukka Jernvall

## Abstract

Although most genes share their chromosomal neighbourhood with other genes, distribution of genes has not been explored in the context of individual organ development; the common focus of developmental biology studies. Because developmental processes are often associated with initially subtle changes in gene expression, here we explored whether neighbouring genes are informative in the identification of differentially expressed genes. First, we quantified the chromosomal neighbourhood patterns of genes having related functional roles in the mammalian genome. Although the majority of protein coding genes have at least five neighbours within 1 Mb window around each gene, very few of these neighbours regulate development of the same organ. Analyses of transcriptomes of developing mouse molar teeth revealed that whereas expression of genes regulating tooth development changes, their neighbouring genes show no marked changes, irrespective of their level of expression. Finally, we test whether inclusion of gene neighbourhood in the analyses of differential expression could provide additional benefits. For the analyses, we developed an algorithm, called DELocal that identifies differentially expressed genes by comparing their expression changes to changes in adjacent genes in their chromosomal regions. Our results show that DELocal removes detection bias towards large changes in expression, thereby allowing identification of even subtle changes in development. Future studies, including the detection of differential expression, may benefit from, and further characterize the significance of gene-gene neighbour relationships.

## Author summary

Development of organs is typically associated with small and hard to detect changes in gene expression. Here we examined how often genes regulating specific organs are neighbours to each other in the genome, and whether this gene neighbourhood helps in the detection of changes in gene expression. We found that genes regulating individual organ development are very rarely close to each other in the mouse and human genomes. We built an algorithm, called DELocal, to detect changes in gene expression that incorporates information about neighbouring genes. Using transcriptomes of developing mouse molar teeth containing gene expression profiles of thousands of genes, we show how genes regulating tooth development are ranked high by DELocal even if their expression level changes are subtle. We propose that developmental biology studies can benefit from gene neighbourhood analyses in the detection of differential expression and identification of organ specific genes.

## Introduction

Temporal and spatial regulation of gene expression is important in development and differentiation. During development, genes are expressed in a highly dynamic manner, and perturbations of the expression dynamics underlie many diseases and developmental defects. Regulation of gene expression through developmental time can be examined by quantifying gene expression levels at two or more time points. However, because development is typically a gradual process, detecting differential gene expression can be challenging due to the changes being initially subtle. This challenge underscores the continuing need for different strategies to identify biologically meaningful changes in gene expression.

The relationship between gene expression and genome organization is one aspect that has attracted considerable research interest. In prokaryotes, the genome structure and the regulation of gene expression are operationally linked. This is because the genes involved in the same process are typically located in the same operons, forming multigene clusters that were originally read as single transcripts [1]. In eukaryotes, operons controlling multiple genes are rare although nearly 15% of the 20,000 genes in *C*. *elegans* genome are located in operons [2,3]. Nevertheless, most eukaryotic genes are scattered throughout the genome without apparent order related to expression or function [4]. Even though there does not appear to be any simple logic in the distribution of eukaryotic genes, it is not entirely random as most genes cannot be moved around in the genome without seriously disturbing their functionality [5]. Some non-random distribution is found both at the small scale, relating to a limited number of genes, and at the large scale, concerning large chromosomal regions [5,6]. Clustering has been detected among co-expressed genes, such as the housekeeping genes, as also within functional groups, such as interacting pairs of proteins or biological processes containing thousands of genes [7,8]. Overall, factors contributing to the genome organization include at least evolutionary history and current evolutionary forces, mechanisms of rearrangement, mechanisms of regulation of gene expression and control of chromatin composition. The main source of non-random gene order in mammalian genomes has been suggested to be tandem duplications [9].

An additional factor in the eukaryote nucleus is the three-dimensional organization of the genome [10,11]. During metazoan development, enhancers regulate the gene activity in different cell and tissue types through dynamic three-dimensional hubs, in which enhancers and promoters assemble in physical proximity to activate gene expression. Genome-wide analyses of the spatial organization of chromatin have uncovered multiple topologically associating domains (TADs) that form largely self-interacting regions of regulatory elements and promoters [12,13]. Although there are cases where gene expression is co-expressed within TADs, [14,15] current evidence points towards a more complex relationship between gene co-regulation and TADs [16,17]. In addition, TADs appear to have multiple hierarchies [16], and questions remain on the degree of TAD-conservation across species [18].

In this study we examine genome organization from the point of individual organ development; the common focus of developmental biology and regeneration studies. We first review the spatial distribution of protein coding genes in the mammalian genome and quantify neighbouring genes involved in development of the same organs. Next, our specific organ system for in-depth analyses of gene neighbourhoods and gene expression is the mammalian tooth. Especially developing mouse molar teeth provide many well characterized genes to examine links between gene neighbourhood and expression [[19] and references therein]. Our starting point is 1 Mb chromosomal neighbourhood around each organ specific gene as these encompass the majority of both regulatory regions and constrained architecture seen in the conservation of large or very orderly gene clusters. The choice of 1Mb window is obviously somewhat arbitrary, but it should provide a readily applicable framework to diverse taxa and data. This definition of neighbourhood should be fairly compatible with TADs as they happen to be approximately 1Mb in the mouse (Dixon et al. Nature, 485, 2012; they say 880kb)[12]. Nevertheless, we also test our inferences using TADs calculated for each neighbourhood. The 1Mb windows include well known gene clusters such as Hox genes and immunoglobulin genes, whose spatial organization on the chromosome is crucial to their regulation and function. Still, this strict co-localization of co-regulated genes is not the general pattern in mammalian genomes [9], and the patterns of gene clustering related to gene function are delicate and complex.

Finally, for detection of differentially expressed genes in organ development, we developed a new method, called DELocal. This method does not depend solely on the read counts from transcriptome sequencing, but it includes in the analysis the expression data of the neighbouring genes. This approach removes the emphasis on fold-changes that is common to other methods and allows DELocal to identify relatively subtle gene expression changes during development. Using embryonic mouse dental transcriptomes obtained with both microarray and RNAseq, we show how DELocal provides an alternative ranking of differentially expressed genes.

## Results

### Majority of protein coding genes have neighbouring genes within 1 Mb window

As our focus of interest is developmental regulation, we first obtained an overall pattern of distribution of developmental genes by tabulating how closely genes are located in the genome. For example, the human genome (GRCh38.p13) is 4.5*10^9^ base pairs long and has 20,449 protein coding genes, which means, on average, one gene for every 220,060 bases (Ensembl release 99). Similarly, for the mouse genome, this number is 154,290 (GRCm38.p6). Consequently, on average, 5 to 6 genes should reside in each 1 Mb window in the mouse genome. 

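In the GENCODE annotation of the mouse genome (GRCm38, release 21, which corresponds to Ensembl release 96), 21938 protein coding genes lie on chromosomes 1 to 19, X and Y. Measured from the first to the last gene start on each chromosome, and not over the full assembly, this is 121004 bases for each protein coding gene, or 8.26 genes in each Mb. The density differed between chromosomes. Chromosome 7 had 14.2 protein coding genes in each Mb, chromosome 12 had 5.51, the lowest of the autosomes, and chromosome Y had 2.03.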

To express these statistics as a neighbourhood, we can state that each gene has 4 to 5 neighbouring genes within a 1 Mb window. This observation is obviously a broad generalization, but it does indicate that genes tend to have some neighbours within 1 Mb. To examine the neighbourhood patterns in more detail, we examined the 1 Mb neighbourhoods of protein coding genes of the mouse genome. 

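The tabulation needs only the annotation, so no expression samples enter it. For each protein coding gene, the lower coordinate of the gene was taken as its position, and the other protein coding genes whose positions lay within 500 kb on either side were counted as its neighbours. Genes on unplaced scaffolds and on the mitochondrial genome were left out; with them the annotation holds 22028 protein coding genes. The counts describe a complete annotation and carry no sampling error between replicates, but they depend on the release of the annotation, on the size of the window and on which biotypes are counted.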

For every gene, number of neighbouring genes within 1 Mb window was counted (Figs 1A and S1). This simple calculation shows that, at the level of all protein coding genes, majority of genes in mouse genome have more than 4 neighbours, the median number of neighbours being 15 (S2 Fig). This tabulation indicates that there is some level of clustering of genes in the eukaryotic genome, a pattern well established in the literature [20].

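In this annotation the median number of neighbours was 15, with quartiles at 8 and 28. Of the 21938 genes, 19399 had at least 5 neighbours, which is 88.4% (95% Wilson interval 88% to 88.8%). The interval treats genes as independent draws, which adjacent genes are not, so it measures no sampling error of the annotation. The largest number of neighbours was 72, reached by 5 genes. Among them is Cd37 (ENSMUSG00000030798), which lies on chromosome 7 from 45233632 to 45239115. The window moved the median most. With 1 Mb on either side of the gene start, the median was 29 neighbours. From such counts, the paper reasons that genes are to some extent clustered in the genome.

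**Figure D1:**
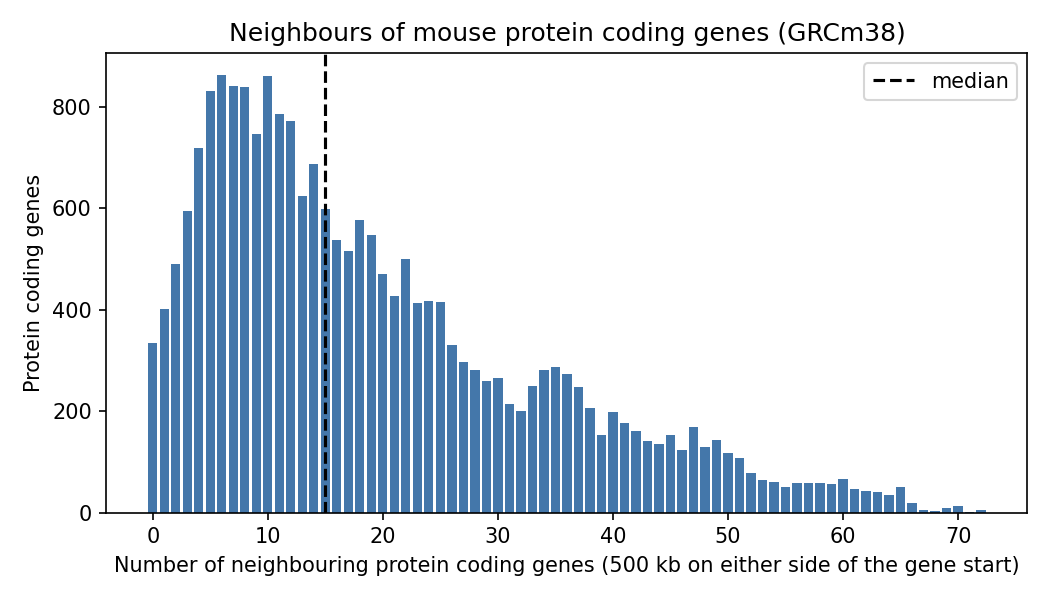
Number of mouse protein coding genes (vertical axis) with each number of neighbouring protein coding genes within 500 kb on either side of the gene start (horizontal axis). Each bar counts genes, and the dashed line marks the median of 15; the highest bar stands at 6 neighbours, with 863 genes, and the distribution has a long tail up to 72.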

**Fig 1:**
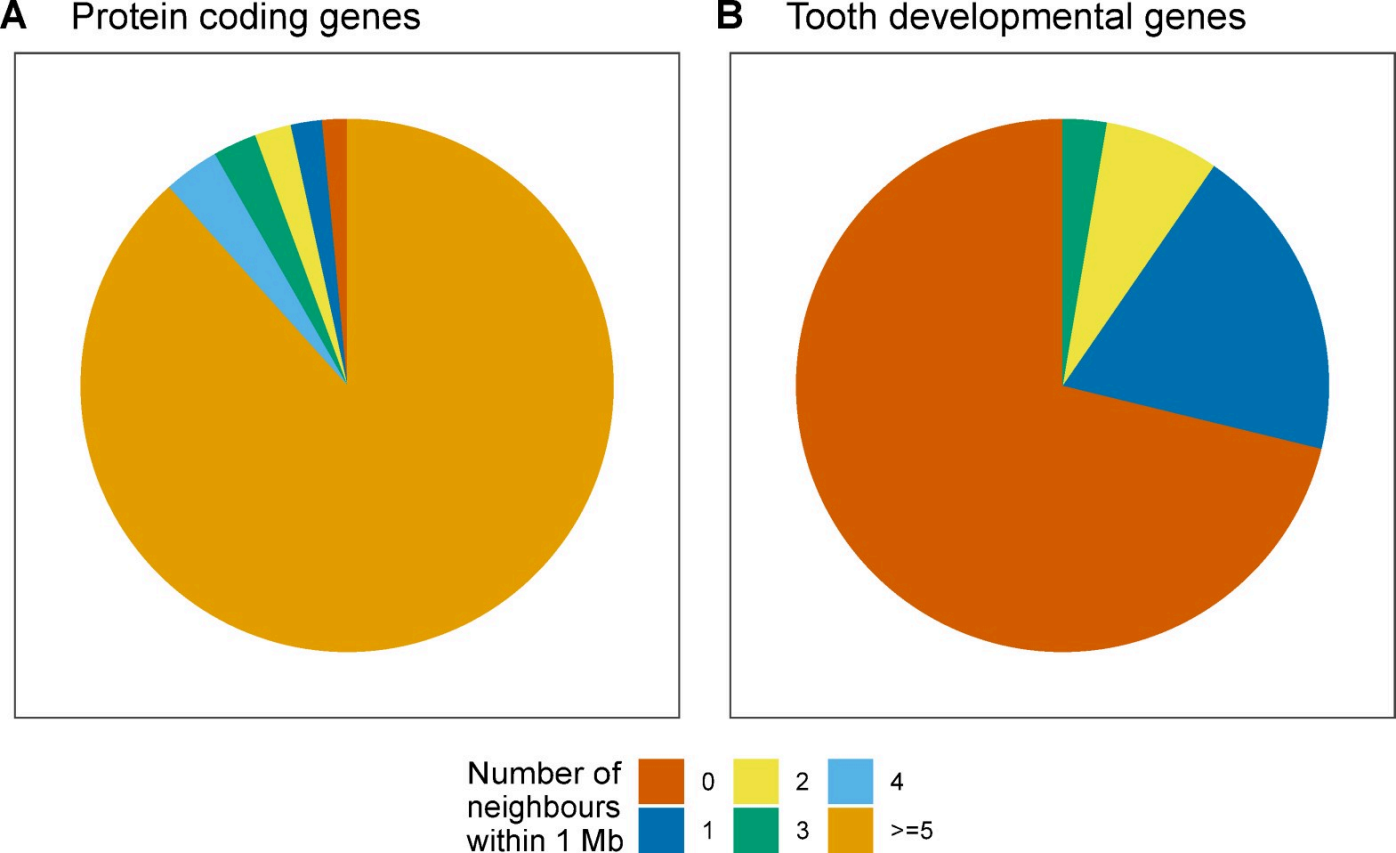
Although protein-coding genes typically have neighbours, tooth genes do not have other tooth gene neighbours within 1 Mb windows around each gene. (**A**) The number of neighbouring genes within 1 Mb window around each gene tabulated from the mouse genome for all protein coding genes and (**B**) genes involved in tooth development. Majority of 21,971 protein coding genes have at least five neighbours whereas most of 302 tooth developmental genes do not have tooth genes as neighbours. This pattern suggests that genes with specific functions are sparsely distributed.

### Majority of protein coding genes lack neighbours regulating the same organ

To contrast the genome-wide pattern of gene neighbourhoods with that of a single organ system, we first tabulated gene neighbourhoods associated with the development of the mouse tooth. This specific organ focus basically illustrates whether genes participating in the regulation of the same organ are also located close to each other (which is not expected). Here mouse molar development provides a good example because its gene regulation is relatively well understood, and because tooth development itself is a relatively autonomous process [19,21]. We analyzed the 1 Mb neighbourhoods of the tooth developmental genes (S1 Table) and the number of tooth genes that are sharing the same neighbourhood. The results show that tooth genes are mostly located far from each other, suggesting that genes regulating this specific developmental process are not co-localized (Fig 1B), a pattern that is in agreement with the organization of eukaryotic genomes [10,11]. 

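The same window was applied to the 302 tooth developmental genes, counting only other tooth genes as neighbours. Of these, 214 had no tooth gene neighbour (70.9%, 95% Wilson interval 65.5% to 75.7%), 56 had 1, 26 had 2 and 6 had 3. The 88 genes with a tooth gene neighbour formed 63 pairs in 36 clusters. The interval treats genes as independent draws, which genes within a cluster are not. Of the clusters, 24 held 2 genes and the largest held 4, such as Odam, Amtn, Ambn and Enam on chromosome 5 between 87885029 and 88506049. In 15 of the 63 pairs the symbols share a stem, as in Dlx1 (chromosome 2, 71528113 to 71533981) and Dlx2 (71543408 to 71546754), whose starts are 15295 bases apart. In 10000 random lists of 302 protein coding genes, the median share without a neighbour from the list was 77.8% (quartiles 75.8% and 80.1%), and 168 of the lists had a share as low as that of the tooth genes (2-sided permutation p = 0.0338). This difference from random lists was not past 0.05 with 1 Mb on either side of the gene start, where the share was 61.9% (permutation p = 0.421). It was also not past 0.05 with transcription starts as positions (permutation p = 0.0524). Nor was it with random lists drawn from 12498 genes with at least 10 counts in every vehicle-treated cultured molar of the deposited expression data (permutation p = 0.0516). Against random lists matched on the number of protein coding neighbours of each gene, a comparison chosen after the data had been seen, the difference was larger, with a random median of 86.8% and 0 of 10000 lists as low (2-sided permutation p = 0.0002, the smallest that 10000 lists can give). From the predominance of genes without tooth gene neighbours, the paper proposes that the genes regulating tooth development are not co-localized.

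**Figure D2:**
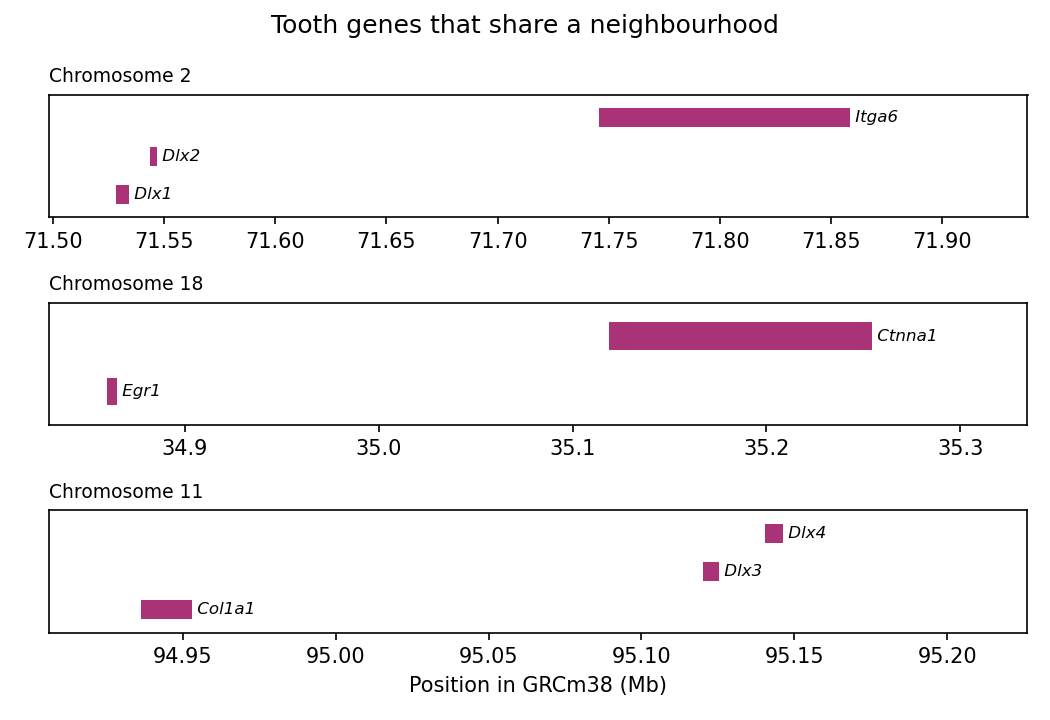
Positions of tooth developmental genes in 3 neighbourhoods on chromosomes 2, 18 and 11 of GRCm38. Each bar spans a gene from its start to its end in Mb, and only tooth developmental genes are drawn; Egr1 and Ctnna1 start 259036 bases apart, while Dlx3 and Dlx4 start 20328 bases apart.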

Taken together, although majority of protein coding genes are to some extent clustered in the mouse genome, tooth genes tend to be located far from each other (Fig 1).

Next, we examined how representative the developing mouse tooth (Fig 1B) is of other developmental systems. We used the gene ontology (GO) terms to provide an approximation of the adjacency of genes involved in the same developmental process. Here we focused in the genes belonging to mouse GO slims (a concise list of terms) of “biological process” [22,23]. For every gene belonging to these terms, its 1 Mb neighbourhood was investigated to tabulate genes belonging to the same term. The tabulations show that most genes belonging to a certain GO term are sparsely distributed in the chromosomes (Fig 2) which is in accordance with previous studies [5,24]. There are only few genes from broader, or high level, GO terms that are densely located (more than 3 genes from the same GO term within 1 Mb neighbourhood). However, these few GO terms represent very broad descriptions of biological functions. With more precise GO terms (Fig 2, bottom row), genes tend to have no neighbours belonging to the same GO term. For generality, we examined these patterns in human genome and they remained largely the same (S3 Fig).

**Fig 2:**
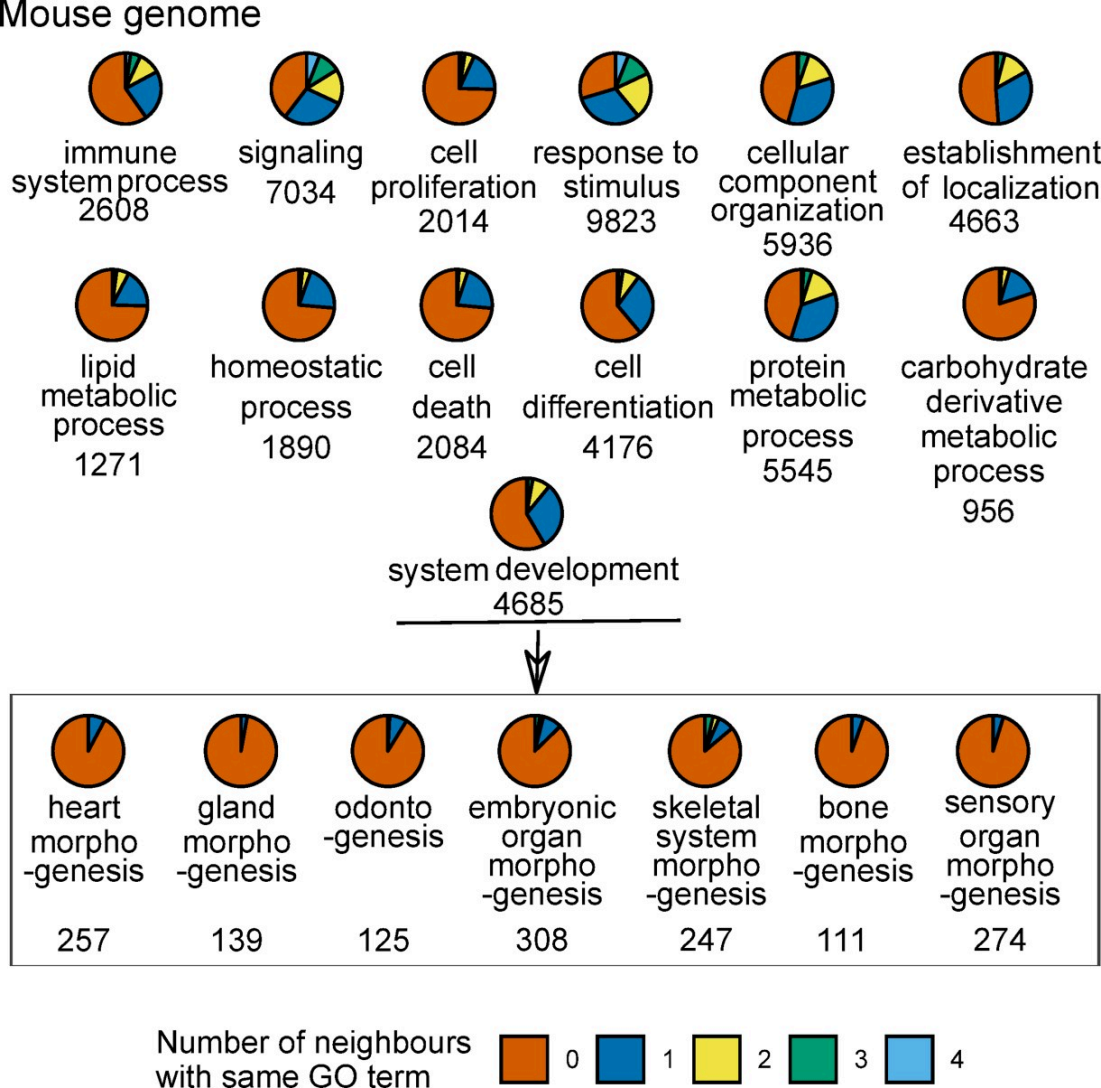
The more specific the GO term is the fewer neighbours its genes have from the same GO term within 1 Mb. Each pie represents the genes of one GO term under the root GO term ‘biological process’. The top three rows represent GO slim terms. The GO terms in the box are children of the GO term ‘system development’. The color-coding indicates the number of neighbours that a gene has from the same GO term. The number of genes in the GO term is indicated under the GO term. Analysis was done for the mouse genome. See S2 Table for GO IDs.

The scarcity of neighbouring genes in the precise GO term categories is not surprising considering the limited number of genes in each category. To test if the patterns are a simple function of group size, we performed simulations where genes were assigned randomly to artificial GO terms containing different numbers of genes. For every group size, 10,000 simulations were performed and the density of genes was calculated for each artificial GO term in the 1 Mb neighbourhood. A plot showing the percentage of genes lacking neighbours shows the expected decrease as the number of genes increases in the artificial GO terms (Fig 3). 

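Random lists of mouse protein coding genes were drawn 10000 times for each list size, and the genes with no other gene of the same list within 500 kb on either side were counted. The median share of such genes was 92.0% in lists of 100 genes, 84.5% in lists of 200 and 78.0% in lists of 300. It fell to 48.7% in lists of 1000 genes (quartiles 47.5% and 50.0%), 29.5% in lists of 2000 and 20.0% in lists of 3000 (quartiles 19.5% and 20.5%). For lists of 1000 genes the share ran from 41.3% to 55.9% over all draws, for lists of 2000 from 25.4% to 33.7% and for lists of 3000 from 17.5% to 23.1%, so these sizes did not overlap. The smaller lists did overlap, with 65.7% to 89.3% for 300 genes and 69.0% to 96.5% for 200. A wider window of 1 Mb on either side lowered the median to 31.6% in lists of 1000 genes. The genes of real GO terms were not analysed here.

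**Figure D3:**
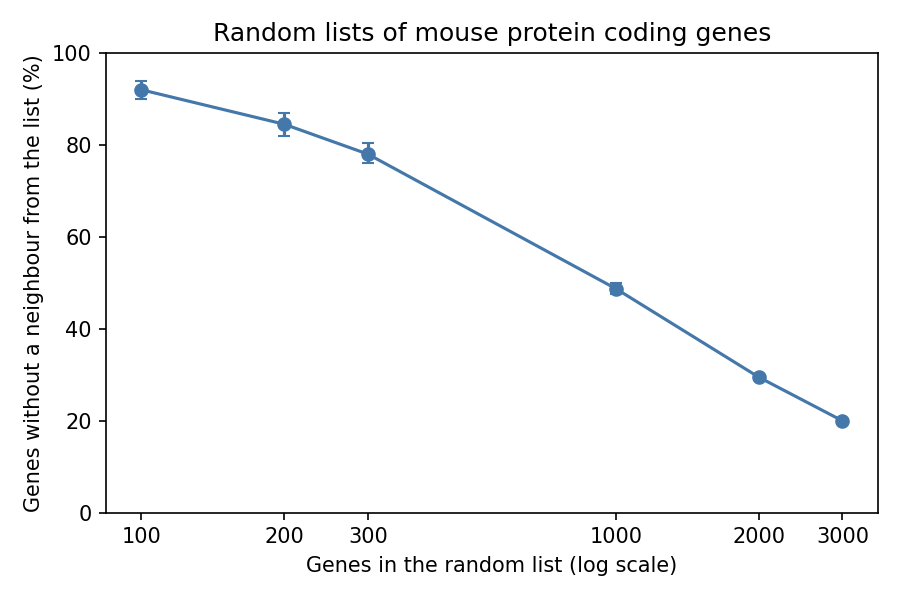
Share of genes, in percent, without a neighbour from the same random list (vertical axis) against the number of genes in the list (horizontal axis, log scale). Points are medians and bars are quartiles over 10000 lists; the median falls from 92.0% at 100 genes to 20.0% at 3000.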

The empirical patterns largely follow the randomizations, although some real GO terms with small number of genes (300 and less) show slightly lower percentages, indicating that there is a slight tendency for higher spatial clustering of genes belonging to the same GO terms than in the simulations. This may be partly due to GO terms having paralogous genes that are sometimes located near each other in the genome. Nevertheless, up to GO term categories containing 1000 genes, 80% of genes have no neighbours belonging to the same GO terms. These patterns indicate that the general expectation for the genes sharing the same genomic neighbourhood (Fig 1A) is that they participate in the regulation of different systems and organs. To the extent that this is the general rule of genomic organization, it provides opportunities for new computational approaches. Below we develop a method to detect differential expression using additional information from the neighbouring genes and test it using our data on the developing mouse tooth.

**Fig 3:**
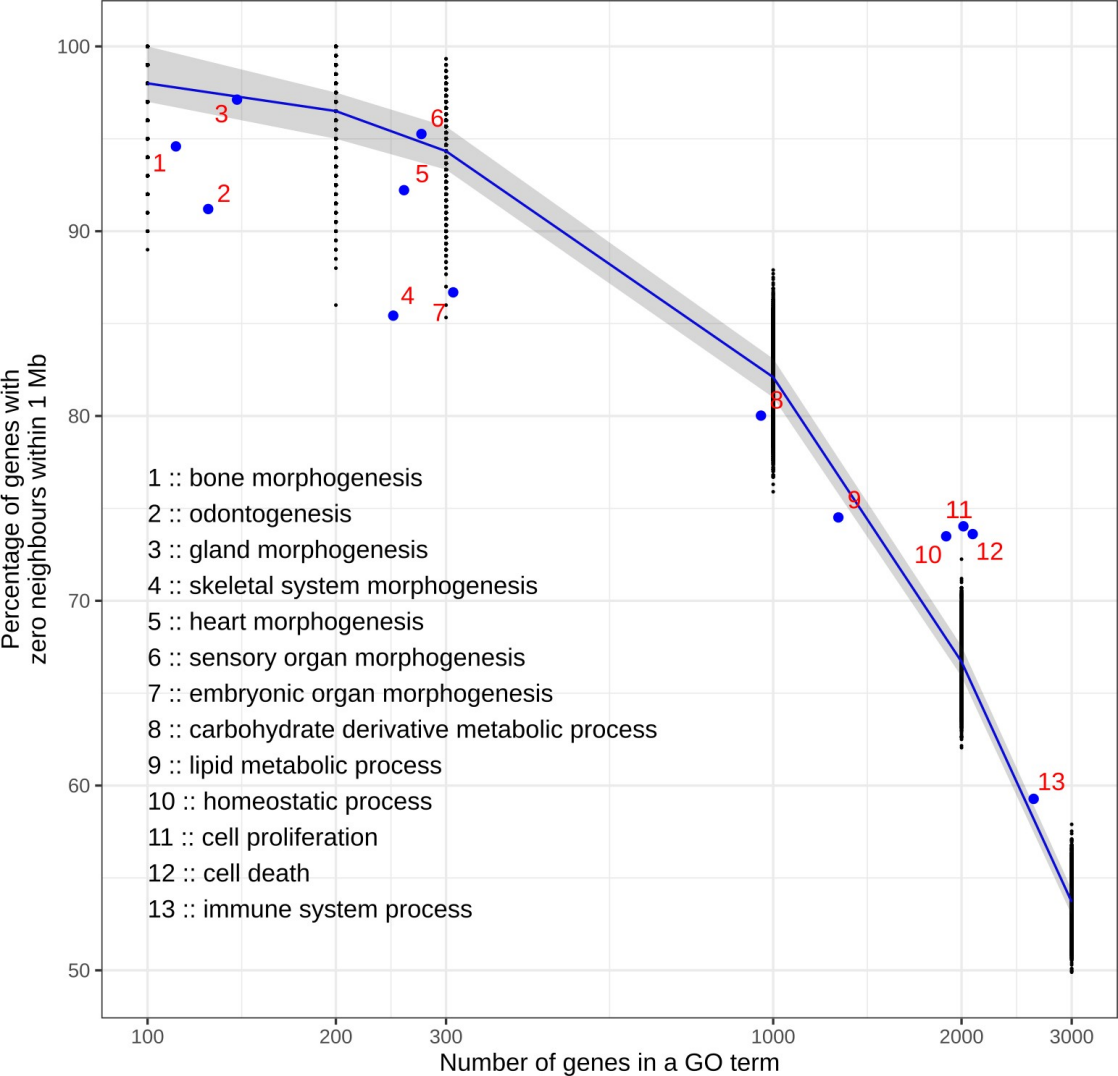
Real GO terms with lower gene numbers are slightly more clustered in the genome than artificial GO terms with the same gene numbers. Artificial GO terms with different numbers of genes were made with randomly selected genes and their distribution across the genome was measured. For each group size, 10,000 simulations were executed and for each simulation the percentage of genes with zero within-1Mb-neighbours with the same artificial GO term were counted (black dots). Real GO terms are marked with blue dots. See S2 Table for GO IDs. The blue line is median, and the shadow shows the observations between 1st and 3rd quartile.

### Neighbouring genes do not show organ-specific changes in expression

Because genes linked to tooth development do not appear to be co-localized in the genome (Fig 1B), we checked whether these genes differ in their expression dynamics compared to the other genes in their neighbourhood. We examined differential expression of genes at the onset of tooth crown formation, between mouse embryonic day 13.5 (E13) and 14.5 (E14) when many of the tooth genes are known to be upregulated [19,25]. For example, in visual inspection *Ctnna1*, *Shh*, *Foxi3* and *Sostdc1*, all genes required for normal tooth development [26], show upregulation between E13 and E14 (Fig 4). In contrast, the other genes in their neighbourhoods show no marked changes between E13 and E14, irrespective of their expression levels (Fig 4). Therefore, the distribution of genes involved in the regulation of the tooth (Figs 1 and 4) is manifested also at the level of differential expression. Building from this observation, we developed a new algorithm, DELocal, to identify differentially expressed genes based on their neighbours’ expression dynamics (Materials and Methods). To evaluate its potential performance, we used gene expression data from embryonic mouse dental tissues generated by both microarray and RNAseq.

**Fig 4:**
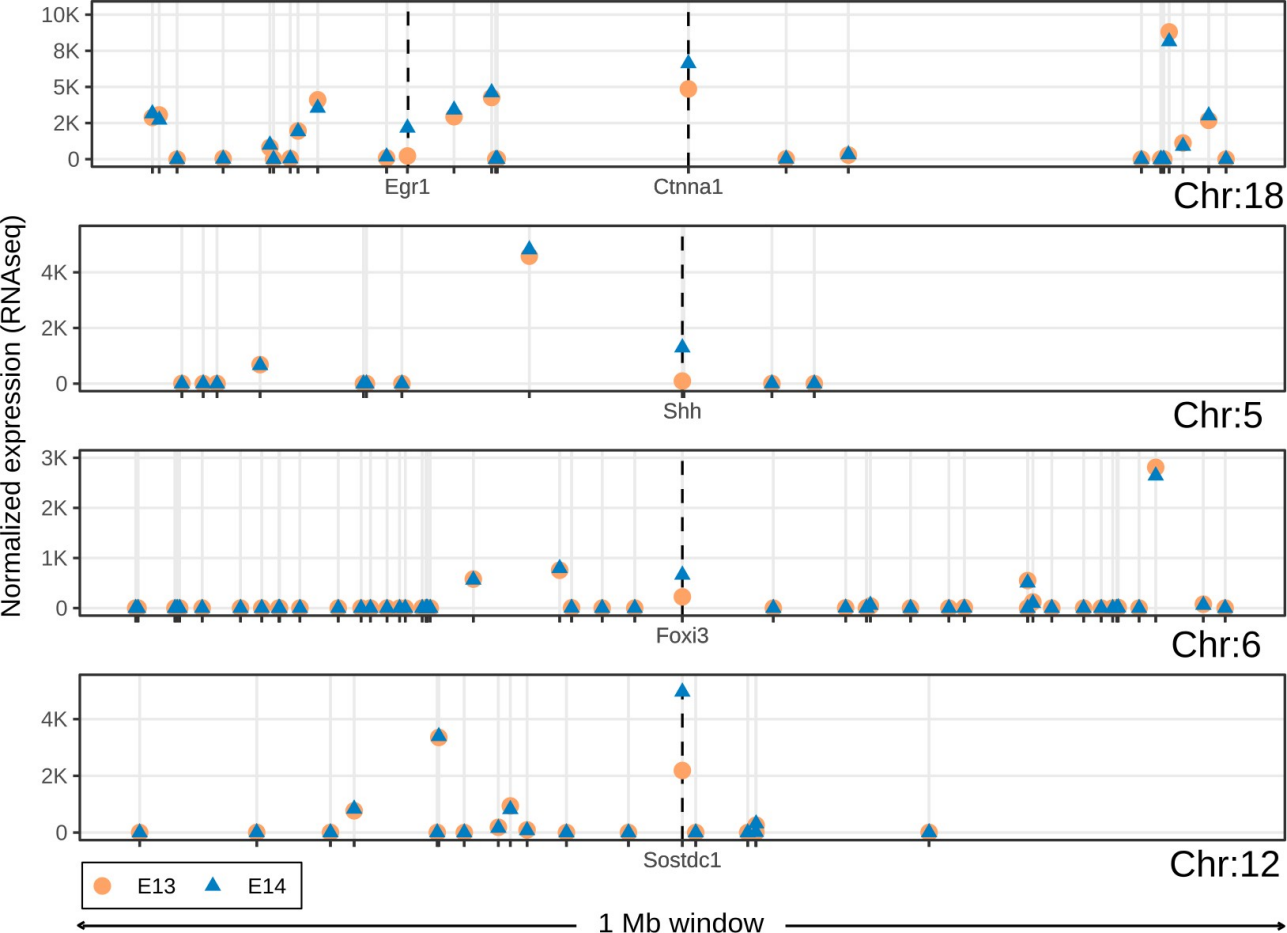
Only tooth developmental genes are differentially expressed within 1 Mb windows in the developing mouse molar. Median expression levels of the tooth developmental genes *Ctnna1*, *Shh*, *Foxi3* and *Sostdc1* and their neighbouring genes at developmental stages E13 and E14. Regardless of their expression level, the surrounding genes show little change between the two stages whereas the tooth genes are upregulated. *Egr1* in the 1 Mb window of *Ctnna1* is also a tooth developmental gene.

### The number of neighbours is not critical for detecting differential expression

Our hypothesis of neighbouring genes being informative in the detection of differential expression is dependent on the definition of ’neighbourhood’. Therefore, it is important to determine the right number of neighbours to include in the analysis by the DELocal algorithm. To define the optimal number of neighbours we tested different numbers (1–14) of closest genes within a fixed window (1 Mb) surrounding the gene of interest. We evaluated the performance of DELocal with different numbers of closest neighbours in identifying the genes involved in tooth development. Again we contrasted the expression levels between E13 to E14 molar teeth (for 302 tooth genes), or so-called bud stage to cap stage transition in tooth development, when many tooth genes are known to be active [19]. The Matthews correlation coefficient (MCC) scores were measured for different numbers of neighbours to examine the strength of DELocal to identify tooth genes (true positive; TP) as well as non-tooth genes (true negatives; TN). The MCC score was chosen to optimize the model due to very few TPs, or imbalanced dataset. The results show that DELocal produces similar and stable MCC scores on both microarray and RNAseq datasets, even though RNAseq data produces slightly higher MCC scores than microarray (Fig 5). We note that only one nearest gene is enough to obtain close to the highest MCC score. However, for RNAseq the best MCC score corresponds to 5 nearest neighbours. Because there are fewer genes available in microarray analyses compared to RNAseq, in the rest of the analyses we used DELocal with 5 neighbours both for the RNAseq and microarray data. It should be also noted that the distances of these 5 neighbours are different for each gene and therefore the final neighbourhood windows are not constant in size. Additionally to the 1 Mb window, median TAD boundaries were also used to define the neighbourhoods and to evaluate DELocal. Although, TAD boundaries are different for each gene there was no marked difference in the result compared to 1 Mb neighbourhood (S4 Fig).

**Fig 5:**
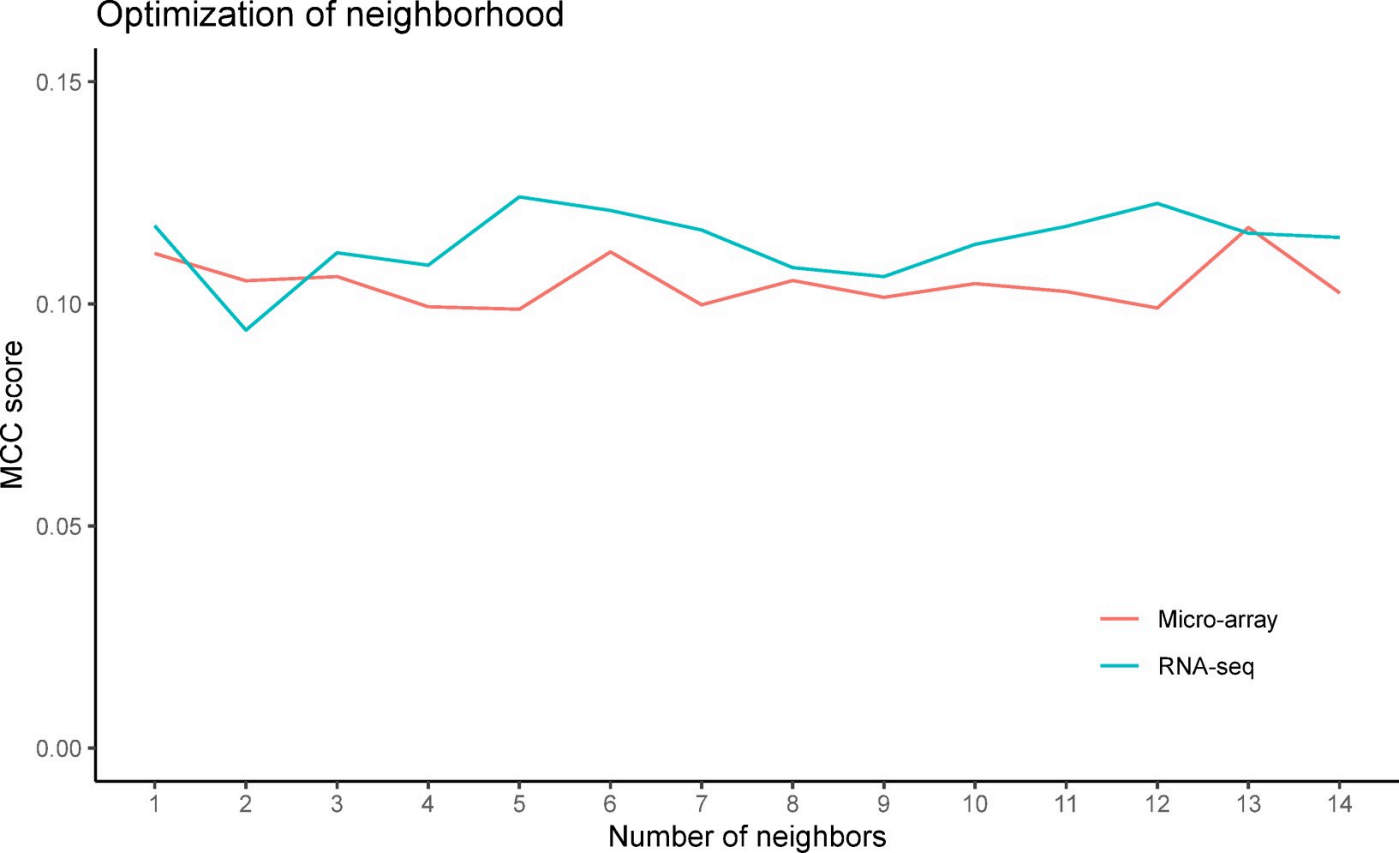
DELocal performance is not strongly dependent on the number of gene neighbours used in the analysis. Every gene is evaluated in relation to its neighbouring genes. In the absence of any “gold standard” for the number of neighbours, different numbers of nearest genes (within 1 Mb window) were used to identify the differentially expressed genes. The overall performances were measured using MCC. The performance of DELocal using RNAseq data was slightly better than with microarray data.

### DELocal shows increased precision compared to other methods

Microarray is one of the earliest successful high throughput technologies to measure a large number of gene expressions, and consequently there are a good number of statistical methods to identify differentially expressed genes from datasets generated by this platform. Hence, the performance of DELocal can be evaluated by comparisons to these methods using a microarray dataset. However, microarray is limited to only the genes that have been targeted by microarray probes. Therefore, the expression of all the genes cannot be accessed, resulting in fewer neighbouring genes being sampled. To obtain a more comprehensive readout of differentially expressed genes, RNAseq was also used to evaluate DELocal performance. The performance of all these methods was measured by their ability to identify differentially expressed tooth genes.

For analysis of performance, we used the receiver operating curve (ROC) [27] depicting the true positive rate against the false positive rate of differentially expressed genes. The analyses show that DELocal outperforms other methods in identifying tooth genes using both microarray and RNAseq (Fig 6). The performance is most similar to limma/DEMI (microarray) and limma/DESeq (RNAseq). We used also other metrics like specificity, recall (sensitivity), precision and MCC to evaluate and compare the different methods. DELocal shows high specificity and accuracy compared to other methods for microarray data (S5 Fig).

**Fig 6:**
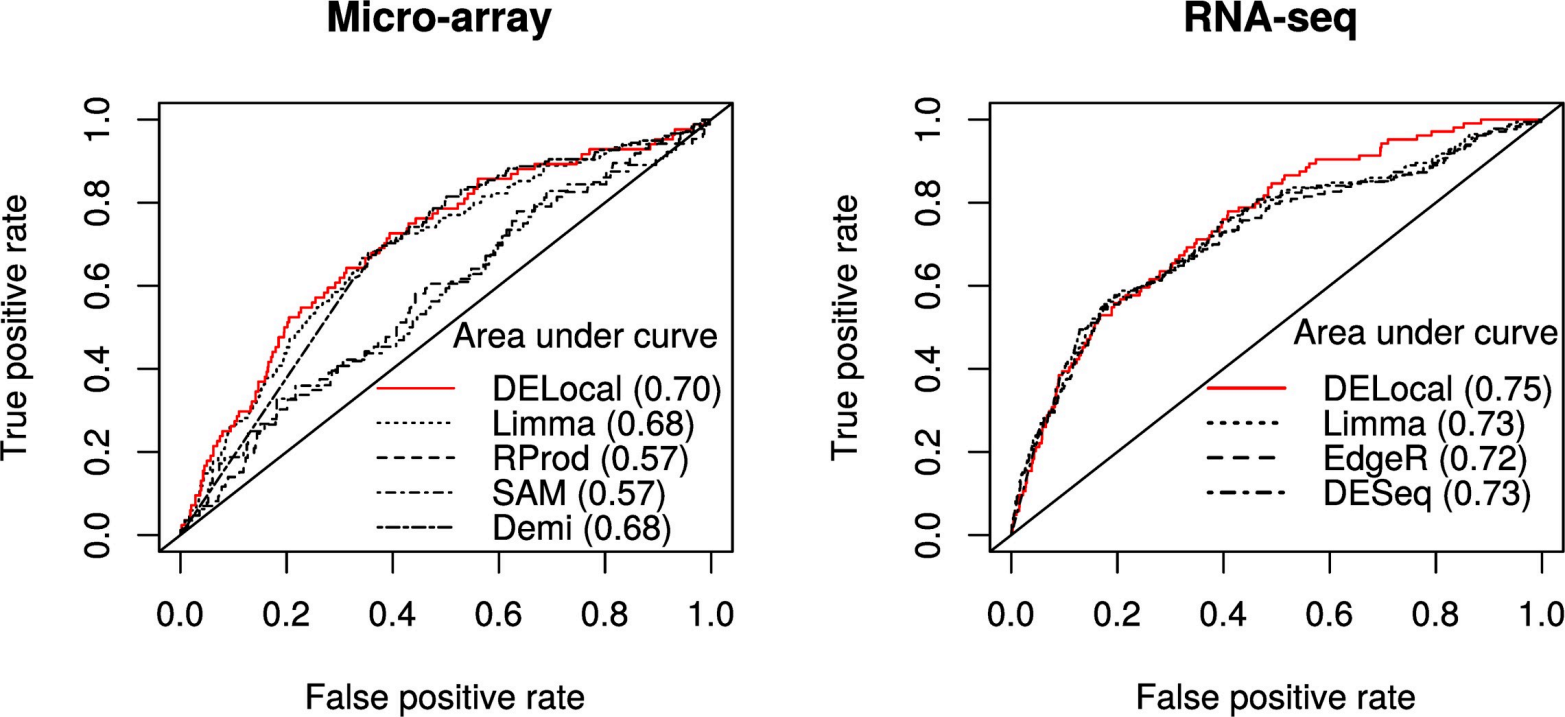
Compared to other methods, DELocal is at least as powerful in detecting differentially expressed genes. Receiver operating characteristic (ROC) curves and areas under the curves (within the parenthesis) show that DELocal outperforms other methods on both microarray and RNAseq data.

In RNAseq data, DELocal outperforms other methods except in recall (sensitivity) (Fig 7). The MCC scores remain equivalent to each other. The tooth gene dataset is imbalanced due to the large number of non-tooth genes (true negatives), which hinders the evaluation of accuracy, but does not affect F1 or MCC. Considering that the objective of many experiments is to find true positives, the F1 score, which is a compound-term of precision and recall, is an important metric. The F1 score ranges from zero (bad) to one (good), and the F1 scores of all of the methods remain suboptimal. Nevertheless, DELocal using RNAseq outperforms other methods also in F1 score. Below we discuss the results from RNAseq only.

**Fig 7:**
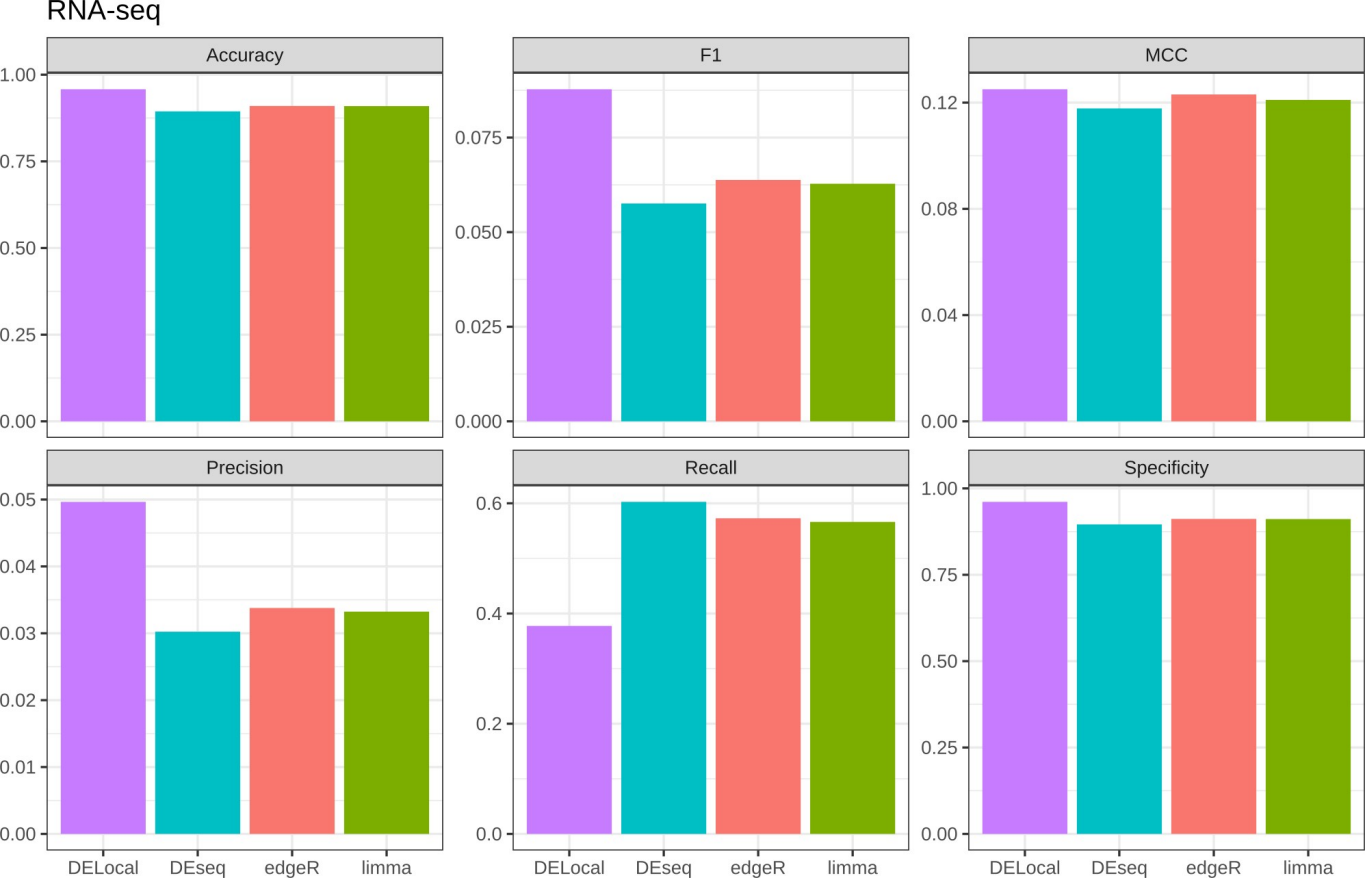
Comparison of DELocal with earlier methods to identify differential expression. Evaluation matrices show that, except for recall (sensitivity), DELocal equals or outperforms earlier methods. However due to large number of true negatives, the significance scores of precision, F1 and MCC remained negligible. The evaluation matrices are explained in Materials and Methods section. The analysis was done using RNAseq data. For microarray data see S5 Fig.

### DELocal provides an alternative ranking of genes by removing bias towards large changes in expression

Because DELocal quantifies expression changes in the context of neigbouring genes, genes in the chromosomal regions having generally large changes in expression should not be as highly ranked as they would be in other methods. We examined the rankings and expression changes of tooth genes among predicted differentially expressed genes by all the methods. DELocal predicted tooth genes are enriched in top rank positions compared to the other three methods (S6 Fig). In experimental research, gene rankings are typically the first values to be examined in validating the results biologically, and in practice high ranking is very influential when selecting candidate genes for new downstream analyses. The results show that whereas DEseq, edgeR and limma emphasize in their rankings genes that show large changes in their expression, this bias is not present in the DELocal ranking (Fig 8A). These results also indicate that the identity of highly ranked tooth genes is different between DELocal and the other methods (Fig 8B). Thus, DELocal differs from the other methods more substantially than is apparent based on the different performance measures alone (Figs 6 and 7).

**Fig 8:**
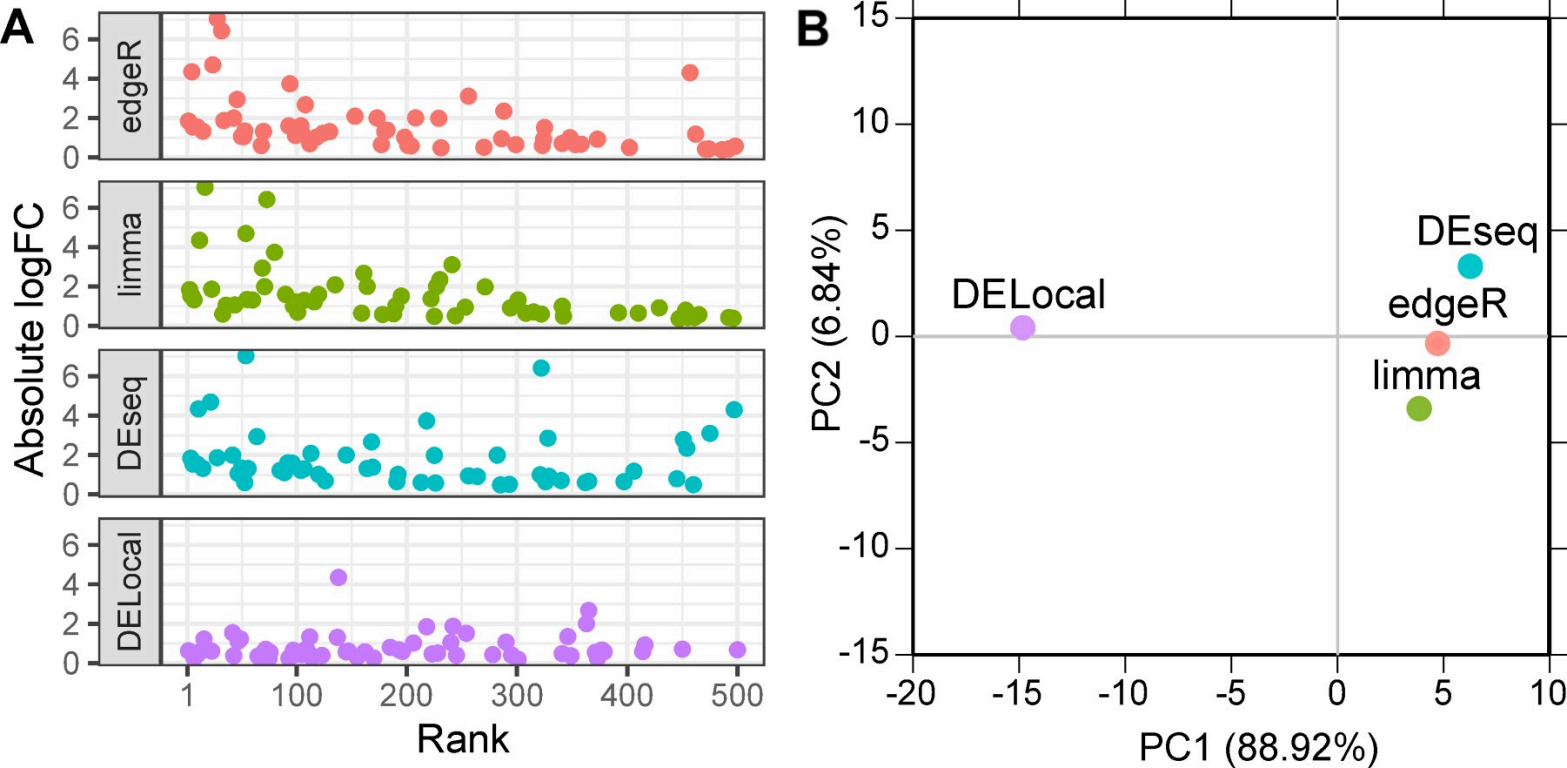
DELocal provides an alternative ranking of differentially expressed genes. (A) Unlike the other methods, DELocal rankings of differential expression do not bias towards genes with large log-fold changes (1 denotes the highest rank). (B) Principal component analyses of the rank orders of tooth developmental genes shows the ordering of the DELocal to be distinct from the ones provided by the other three methods (using correlation matrix of top 500 tooth genes).

### Differentially expressed genes missed by DELocal tend to have local paralogues

The DELocal algorithm appears to efficiently identify the differentially expressed genes (having high precision) as well as to filter out non-tooth genes (having high specificity). Still, DELocal missed 60 differentially expressed tooth genes which are identified by all the other methods in RNAseq dataset. DELocal is built on the hypothesis that every true differentially expressed gene should have neighbours and none of them should be differentially expressed. Consequently, DELocal may fail to identify those differentially expressed genes whose neighbours are also differentially expressed. For instance, 2 out of 5 nearest neighbours of *Bmp7* were differentially expressed genes which could be the reason of failure of DELocal to detect *Bmp7* (Fig 9). Additionally, the presence of paralogous genes in the neighbourhood may complicate the detection of differential expression. Most notably, *Dlx1* and *Dlx2* in chromosome 11 (Fig 9), *Dlx5* and *Dlx6* in chromosomes 6, and *Dlx1* and *Dlx2* in chromosome 2, are co-regulated as pairs and can compensate for the deletion of one another [28–31]. Additionally, the other neighbouring paralogs in our set of tooth genes are *Cyp26c1* with *Cyp26a1*, and *Cdh1* with *Cdh3* [32]. Therefore, at least some of the genes missed by DELocal should be possible to detect by incorporating information about gene paralogues into the algorithm.

**Fig 9:**
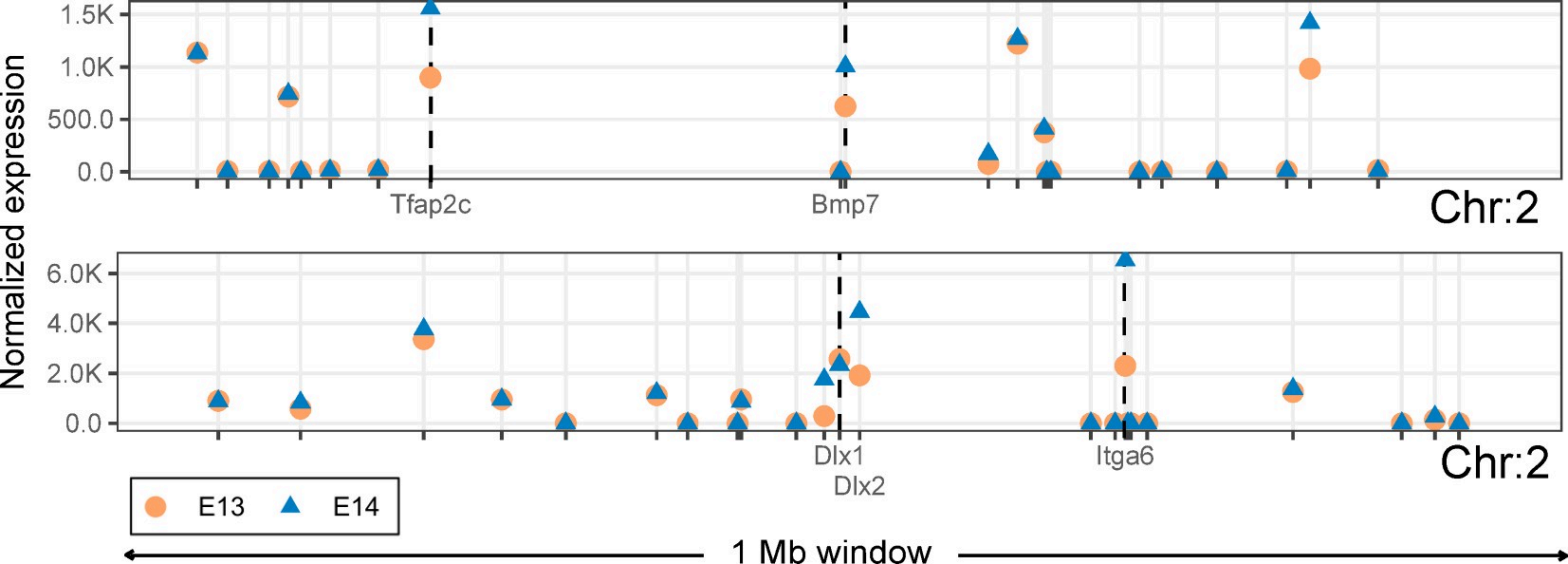
Differentially expressed genes in the same neighbourhood interfere with the detection of differentially expressed genes by DELocal. DELocal failed to identify *Bmp7* due to differential expression patterns of its neighbouring genes (top). *Dlx1* and *Dlx2* are *p*aralogous tooth genes which are in the same neighbourhood (bottom). Only tooth developmental genes are labelled here.

## Discussion

Only seven protein-coding genes in Ensembl mouse annotation lack neighbours altogether within their 1 Mb windows (Fig 1A). Hence, the overwhelming majority of mouse genes have neighbours, and this pattern of organization is likely to apply to all mammals, if not beyond. In the genomic scale of thousands of genes, neighbouring genes can be co-expressed in eukaryotes [33]. Our analyses, focused on individual organ development, suggest that the neighbouring genes are very rarely involved in the regulation of the same organ or tissue (Fig 2), and that this is also reflected in the lack of co-expression of neighbours (Fig 4). The lack of co-expressed neighbours is partly explained by the limited number of genes that are associated with individual organ regulation (Figs 2 and 3). In contrast, more general processes, such as cell proliferation or cell death, are linked to many thousands of genes (Fig 2), increasing the likelihood of neighbourhood co-expression. Indeed, an analysis using high-level GO terms containing thousands of genes found that functionally related genes are often located close to each other [8]. It is plausible that evolution of organs such as teeth may have co-opted genes from multiple high-level clusters, perhaps further explaining the rarity of co-expressed neighbours in organ regulation.

A distinct advantage of the rarity of co-expressed neighbours in organ development is that this information can be used to detect even subtle changes in gene expression. To this end, here we developed the DELocal algorithm to identify differentially expressed genes by incorporating expression information from chromosomal neighbourhood. DELocal provided highly precise detection of differentially expressed genes in mouse tooth development (Figs 6 and 7), suggesting that this method can provide additional benefits in the analysis of developmental systems. Specifically, DELocal is distinct from the previous methods of determining differentially expressed genes by not relying on large fold-changes in gene expression (Fig 8A). The ability of DELocal to identify biologically significant but more subtle changes is based on its special feature: it can track a change in gene expression that is unique among the surrounding genes in the chromosomal location. Thus, DELocal can pinpoint genes which are being actively and specifically regulated between two developmental stages, regardless of whether the change of expression is large or small. Taken together, DELocal can complement other methods by providing alternative rank listings of potential genes of interests (Fig 8B).

More technically, the developed DELocal algorithm is based on linear models that have been successfully implemented and used in limma, DESeq2 and many other methods to identify differentially expressed genes [34,35]. With linear models, gene expression can be modelled in two or more biological conditions and thereafter differentially expressed genes of different contrasts of interest can be found. Linear models are advantageous compared to other methods in that they can model complex experimental conditions with multiple factors. Here we used DELocal to determine the genes that are differentially expressed between bud and cap stage in the developing mouse tooth. The extensive list of genes active in tooth development [19,21] allowed us to optimize and evaluate the performance of DELocal. Considering that the *in vivo* bud and cap stage differences in gene expression are relatively subtle, the high specificity and accuracy of DELocal is promising. Obviously, the optimization requires a list of genes of interest. However, DELocal can also be run without any prior knowledge of genes that are active in a particular developmental process. Fig 3 shows that in relation to the number of neighbours, the performance of DELocal is very stable and even only one nearest neighbour could be sufficient to build the models. The implication of this is that DELocal could be used with only a single neighbour contrast in the absence of any reference/training gene set. In this context it will be interesting to test whether the optimum number of neighbours is the same for different organs. Another future direction is to examine different TAD classifications using DELocal.

It remains to be explored whether the rarity of neighbouring genes regulating the same process is related, for example, to the requirements of spacing required for folding of the DNA, or whether it is the result of historical processes of genome rearrangements or co-option of genes in the evolution of organs. Regardless, our results on the developing mouse tooth suggest that the lack of organ specific neighbours is also manifested at the level of differential expression. We further show that it is possible to develop computational approaches to detect even subtle changes in gene expression using the additional information from the neighbouring genes.

## Materials and methods

### Ethics statement

All mouse studies were approved and carried out in accordance with the guidelines of the Finnish national animal experimentation board under licenses KEK16-021, ESAVI/2984/04.10.07/2014 and ESAV/2363/04.10.07/2017.

### Gene sets and gene neighbourhood analyses

The start position, chromosome name and gene biotype (protein coding, lncRNA, ncRNA, pseudogene) of every gene of mouse and human genomes were downloaded from Ensembl database using R package biomaRT [36] in February, 2020. Further analysis was limited to protein coding genes. 302 genes linked to tooth development were marked as tooth developmental genes (S1 Table and refs [19,37]). Throughout the study, the gene start coordinates are used as the position of the gene in the chromosome. The same coordinates are used to measure the distances between genes. The GO slim terms were acquired from AmiGO [38] and they are listed in S2 Table. For each GO term, the corresponding genes were downloaded again from Ensembl using biomaRT. The artificial GO terms of different sizes for simulation were created by randomly sampling protein coding genes from genome using custom R scripts. For every group size, 10,000 simulations were performed and for each simulation density of genes from the same artificial GO term in neighbourhood was calculated.

For most of the analyses, we used the 1 Mb windows as a neighbourhood measure for each focal gene as these are relatively straightforward to determine for different genomes and genes. Additionally, we analyzed neighbourhoods using TADs. Although TADs are considered to be conserved across different mammalian cell types, multiple TADs surrounding a gene with different boundaries can be delineated [39]. For a robust consensus of TAD boundaries, we downloaded four different mouse cell-lines and three different algorithms (with 10 kb and 50 kb resolutions, June 2021 [40]). A consensus TAD boundary for each gene was defined by selecting a median start and end co-ordinates from all TADs surrounding that gene. The median size of these consensus TAD boundaries was 990kb (within the range of 185kb to 6Mb, standard deviation = 547813.8) which is roughly similar to previous report of 880kb [41]. TAD boundaries for more than 1500 genes (mostly from Y chromosome) were not determined.

### RNAseq library preparation

Developing mouse molar teeth from embryonic days 13.5 (E13) and 14.5 (E14) were dissected from wild type C57BL/Ola embryos. For RNAseq, five biological replicates were used. The samples were stored in RNAlater (Qiagen GmbH, Hilden, Germany) in -75°C. RNA was extracted first twice with guanidinium thiocyanate-phenol-chloroform extraction and then further purified using RNeasy Plus micro kit (Qiagen GmbH, Hilden, Germany) according to manufacturer’s instructions. RNA quality of representative samples was assessed with 2100 Bioanalyzer (Agilent, Santa Clara, CA) and the RIN values were 9 or higher. The RNA concentrations were determined by Qubit RNA HS Assay kit (Thermo Fisher Scientific, Waltham, MA). The cDNA libraries were prepared with Ovation RNAseq System V2 (Nugene, Irvine, CA), and sequenced with NextSeq500 (Illumina, San Diego, CA).

### Microarray library preparation

Mouse E13 and E14 teeth were dissected from wild type NMRI embryos. Five biological replicates were used. The amount of RNA available in each sample was measured with 2100 Bioanalyzer (Agilent, Santa Clara, CA). Only the samples showing a RIN value above 9 were used for the microarray analysis.

### Gene Expression analysis

Gene expression was measured both in microarray (platform: GPL6096, Affymetrix Mouse Exon Array 1.0) and RNAseq (platforms GPL19057, Illumina NextSeq 500). The microarray gene signals were normalized with aroma.affymetrix [42] package using Brainarray custom CDF (Version 19, released on Nov 13, 2014) [43]. The RNAseq reads (84 bp) were evaluated and bad reads were filtered out using FastQC [44], AfterQC [45] and Trimmomatic [46]. This resulted in on average 63 million reads per sample. Then good reads were aligned with STAR [47] to Mus_musculus.GRCm38.dna.primary_assembly.fa genome and counts for each gene was performed by HTSeq [48] tool using Mus_musculus.GRCm38.90.gtf annotation. On average 89% reads were uniquely mapped to *Mus musculus* genome. Additionally, RNAseq count values were normalized using DESeq2 [34]. All the transcriptomic data are available in NCBI Gene Expression Omnibus under the accession number GSE142201.

### DELocal

In DELocal, it is hypothesized that differentially expressed genes have different expression dynamics compared to their neighbouring genes. Specifically, we want to find genes whose expression changes, while that of the surrounding genes do not. To calculate this, we used a similar logic to ESLiM [49], an algorithm that detects changes in exon usage. Whereas ESLiM is suitable for detection of alternative splicing (exon usage), DELocal is applicable for identifying differentially expressed genes in the chromosomal neighbourhood. Note that in principle one could choose the neighbouring gene or genes randomly across the genome, but this would result in different results in each randomization.

In this algorithm, gene’s expression is modelled as a linear relationship with median expression of neighbourhood genes, such as,

$${\hat{g}}_{ij}=s_{i}\times N\tilde{g}w_{ij}+b_{i},$$ (i)

Where ${\hat{g}}_{ij}$ is expected expression of *i*-th gene in *j*-th sample, $N{\hat{gw}}_{ij}$ is median expression of *N* nearest neighbouring genes within 1 Mb window of the *i*-th gene from *j*-th sample and *b_i_* is base line expression level of gene *g_i_*. The slope *s_i_* of every gene *g_i_* depends on its neighbouring genes. Therefore, the difference between expected and observed values or residual,

$$r_{ij}=g_{ij}-{\hat{g}}_{ij}$$ (ii)

where *g_ij_* is observed value. For differentially expressed genes, these residual values will be significantly different in different biological conditions.

Furthermore, with the aid of the residuals *r_ij_* observed *g_ij_* could be formulated as follow,

$$g_{ij}=s_{i}\times N\tilde{g}w_{ij}+b_{i}+r_{ij}$$ (iii)

Noticeably, this relationship Eq (iii) is independent of experimental condition and only dependent on neighbouring gene. Therefore, differentially expressed genes are detected through significantly deviated residual values between the desired contrasts using Empirical Bayes statistics, available from limma package [35]. We tested the performance of DELocal using from 1 to 14 neighbouring genes (*N* in Eq (iii)). The log-normalized and normalized count values were used in DELocal respectively for microarray and RNAseq data. There are 334 protein coding genes in mouse genome which do not have any other protein coding gene in their 1Mb neighbourhood. Therefore, we also used available non-protein coding genes from the neighbourhood in DELocal analysis. However, after the inclusion of non-protein coding genes there are still 17 protein coding genes without any neighbours within 1 Mb.

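In the annotation used here, 334 of the protein coding genes had no other protein coding gene within 500 kb on either side, which is 1.52%. Chromosome Y held 52 of them among its 183 protein coding genes, and chromosome 1 held 25 among 1208. With genes on scaffolds and on the mitochondrial genome included, 339 genes had none. A window of 1 Mb on either side left 78 such genes.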

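When genes of every biotype were counted as neighbours, each of the 334 isolated genes on the chromosomes had at least 1 neighbour, with a median of 8 and a maximum of 175, so that 0 remained without one. The count was 4 when all sequences of the assembly were used, and these 4 genes lie on scaffolds or on the mitochondrial genome. Among the genes with a single neighbour of any biotype were Fign (ENSMUSG00000075324, chromosome 2, 63971507 to 64098038) and Bmper (ENSMUSG00000031963, chromosome 9, 23223076 to 23485200).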

### Performance measures

DELocal was compared with different publicly available tools applicable both for microarray or RNAseq: RankProd [50], SAM [51], DEMI [52], limma [35], edgeR [53] and DESeq2 [34]. All these programs were executed with default parameters. Genes reported with p-value < = 0.05 by these tools were marked as differentially expressed and used to evaluate the performance of each tool using the following metrics and receiver operating characteristic (ROC) curves.

- Sensitivity (Recall), true positive rate TPR = TP/ (TP + FN)
- Specificity, true negative rate SPC = TN/ (TN + FP)
- Precision, positive predictive value PPV = TP/ (TP + FP)
- Accuracy, ACC = (TP + TN) / (TP + FP + FN + TN)
- F1 score, F1 = 2TP/ (2TP + FP + FN)
- Mathews correlation coefficient, MCC = $\frac{TP\times TN-FP\times FN}{\sqrt{\left[\left(TP+FP)(TP+FN)(TN+FP)(TN+FN\right)\right]}}$

where TP, true positive; FP, false positive; TN, true negative; FN, false negative.

Tooth developmental genes were used to find the true and false positive rate for the analyses (S1 Table and refs [19,37]). Rest of the genes (in thousands) were considered as true negatives. Due to the large number of these, very high accuracy can be achieved by predicting all genes as non-differentially expressed. Therefore, because our objective was to find true tooth genes, we focused on Recall, Precision, F1, MCC and area under the ROC curves rather than only Accuracy for evaluating the methods. The areas under the ROC curves were calculated with ROCR [27] package. Additionally, we compared differences in rank and log-fold changes in the genes ranked high by the different methods (Fig 8).

## Supporting information

S1 Fig Distribution of genes across mouse chromosomes (x-axis) and number of “neighbouring genes” (y-axis) within 1 Mb window around each gene.
(TIF) Click here for additional data file.

S2 Fig Genes with 5–9 neighbouring genes are most frequent in the mouse genome. Each point represents the number of genes with the same number of neighbouring protein coding genes in 1 Mb window.
(TIF) Click here for additional data file.

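Grouped by number of neighbours, 2539 genes had 0 to 4 neighbours, 4123 had 5 to 9, 3729 had 10 to 14, 2777 had 15 to 19 and 2227 had 20 to 24. The group with 5 to 9 neighbours was the largest of these.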

S3 Fig The more specific the GO term, the fewer neighbours its genes have. Each pie represents the genes of a GO term under the root GO term **‘**biological process**’**. The GO terms are arranged from top to bottom following their proximity to the root term **‘**biological process**’**. The color coding indicates the number of neighbours that a gene has from the same GO term. Analysis was done for the human genome. See S2 Table for GO IDs.
(TIF) Click here for additional data file.

S4 Fig Performance comparisons of DELocal calculated using neighbourhoods with 1 Mb windows and with TAD boundaries (with RNAseq data). (TIF) Click here for additional data file.

S5 Fig Comparison of DELocal with earlier methods to identify differential expression. Evaluation matrices for microarray data. DELocal has lower performance in microarray data compared to RNAseq data (Fig 7), likely to be due to limited number of genes and neighbourhood data in microarrays. The evaluation matrices are explained in Materials and Methods section.
(TIF) Click here for additional data file.

S6 Fig Distribution of ranks of tooth developmental genes. DELocal predicted tooth developmental genes are significantly (Wilcoxon rank test; p-value < = 1.0e-06) enriched in top ranked positions compared to the other three methods. Although other methods identified more of the genes (numbers listed next to the box plots), this improved recall is sacrificing specificity. DELocal balances both which is also reflected in F1, MCC and ROC curves (Figs 6 and 7).
(TIF) Click here for additional data file.

S1 Table List of tooth developmental genes. (XLSX) Click here for additional data file.

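All 302 listed genes were found in the annotation, 1 of them under a newer symbol, and all are annotated as protein coding. They lie on 20 chromosomes, with 32 genes on chromosome 2, 23 on chromosome 5 and 9 on chromosome 7, and 0 on chromosome Y. Counting protein coding genes of every kind, the tooth genes had a median of 10 neighbours (quartiles 4 and 18). At least 5 such neighbours were present around 223 of the tooth genes, and 15 had none.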

S2 Table List of GO terms analysed in Figs 7, 8 and S4. (DOCX) Click here for additional data file.

# Supplementary material for: Chromosomal neighbourhoods allow identification of organ specific changes in gene expression
**Source:** PLoS Comput Biol. 2021 Sep 10;17(9):e1008947. doi: 10.1371/journal.pcbi.1008947
**Supplement:** S2 Table

Chromosomal neighbourhoods having genes of diverse functions allow improved identification of differentially expressed genes

Rishi Das Roy, Outi Hallikas, Mona M. Christensen, Elodie Renvoisé, Jukka Jernvall

**Table S2.** List of GO terms analysed in Figure 7,8 and S4.

| Display ID | GO ID | Description |
| --- | --- | --- |
| 1 | GO:0060349 | bone morphogenesis |
| 2 | GO:0042476 | odontogenesis |
| 3 | GO:0022612 | gland morphogenesis |
| 4 | GO:0048705 | skeletal system morphogenesis |
| 5 | GO:0003007 | heart morphogenesis |
| 6 | GO:0090596 | sensory organ morphogenesis |
| 7 | GO:0048562 | embryonic organ morphogenesis |
| 8 | GO:1901135 | carbohydrate derivative metabolic process |
| 9 | GO:0006629 | lipid metabolic process |
| 10 | GO:0042592 | homeostatic process |
| 11 | GO:0008283 | cell proliferation |
| 12 | GO:0008219 | cell death |
| 13 | GO:0002376 | immune system process |
| 14 | GO:0030154 | cell differentiation |
| 15 | GO:0051234 | establishment of localization |
| 16 | GO:0048731 | system development |
| 17 | GO:0019538 | protein metabolic process |
| 18 | GO:0016043 | cellular component organization |
| 19 | GO:0023052 | signaling |
| 20 | GO:0050896 | response to stimulus |

How the deposited data were processed for this re-analysis (not part of the article)

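Genome annotation was tabulated from GENCODE mouse release 21 (GRCm38, Ensembl release 96), while the paper used Ensembl release 99. Gene starts, biotypes and chromosomes were read from it, and neighbours were counted within 500 kb on either side of each gene start. Shares carry 95% Wilson intervals, and gene lists were compared with 10000 random lists. GO terms, human genes and topologically associating domains were not analysed here.

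The deposited expression data come from an experiment that the paper does not describe. First lower molars of mouse embryos at embryonic day 14 were cultured for 6 h with insulin-like growth factor 1 (IGF1) at 750 ng per ml or with vehicle. Each of 5 embryos (numbered 1, 2, 3, 4 and 6) gave a tooth to each treatment, so there are 5 IGF1 and 5 control samples. The samples of the paper's own contrast between E13 and E14 molars were not used here, and nothing from the IGF1 experiment is placed beside the paper's results on expression.

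The authors deposited estimated counts per gene made with salmon, without normalization. The values are whole numbers in the table, with 0 exceptions, so rounding to whole numbers before testing changed none. The table holds 18381 genes, each with at least 10 counts over all samples, and 18287 of the identifiers are in the annotation while 94 are not. The version of salmon, its transcript set and the filtering are not stated in the paper's text or the sample labels. Counts of paralogs and of overlapping genes are estimates that could split shared reads, and strand use is not stated. Total counts ran from 2845773 to 8403151 in the control samples (median 6899838) and from 3456634 to 8763113 in the IGF1 samples (median 7080190). Both teeth of embryo 1 have the lowest totals, so genes with few counts are least precise in that embryo.

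Counts were tested with edgeR's quasi-likelihood test after TMM normalization and edgeR's expression filter, with embryo as a replicate block and Benjamini-Hochberg adjustment; a gene was called changed at an adjusted p-value under 0.05. The block was used because the labels take both teeth of a pair from a single embryo. Deviations from the group means correlated within pairs at 0.319, 0.208, -0.0389, 0.170 and 0.313 for embryos 1, 2, 3, 4 and 6, against a median of -0.0463 between embryos. Without the block, 887 genes were called in place of 1666. Pairs of samples within a group differed by more than sampling noise, with chi-square per degree of freedom from 4.52 to 18.2, so each was counted as its own sample.

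Gene sets were tested with camera (preset correlation 0.01), and with camera with an estimated correlation and fry as alternatives. The sets were the 302 tooth developmental genes and lists of epithelial markers, mesenchymal markers, hypoxia, fibroblast growth factor (FGF) and sterol synthesis genes. DELocal was run as the paper's equations describe, on normalized counts with 5 nearest neighbours within 500 kb and limma's empirical Bayes test on the residuals, with unadjusted p-values. Tooth gene neighbours were also compared with 10000 random lists matched on the number of protein coding neighbours of each gene, and with 2000 lists so matched after pairs that share a symbol stem were set aside. Methods were compared by the area under the ROC curve for the tooth developmental genes, against 10000 random lists matched on mean expression in 50 bins.

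The genes named are the 5 rising and the 5 falling genes with the largest change among those past the threshold and changed the same way in all 5 embryos, 18 genes taken from the paper's text, Fig 9 and S1 Table, the tooth developmental genes past the threshold, and genes of the IGF pathway. Some results that fall under the rule or were tested as a set are not reported here. This rule, the design and most alternatives were fixed before the data were examined. The marker and response lists, the correction for GC content and gene length, and the thinning of both teeth of each pair to a single total were added later.

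The procedures were tested on simulated data in 5 simulations over 14504 genes, of which 200 were changed by a log2 of 1. The test recovered 82.1% of them on average (81.0% to 84.0%). Of the genes called, 8.14% on average were unchanged ones, from 5.71% to 11.5%, which is above the nominal 5%. Unadjusted p-values under 0.05 were found for 4.65% of the unchanged genes. DELocal, over 14112 genes, recovered 86.8% of the changed genes and called 4.84% of the unchanged ones. The simulated counts were drawn independently for each gene, without embryo effects and without correlation between neighbouring genes. Changes smaller than a log2 of 1 were not simulated. These rates therefore need not hold for the real data.

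Alternatives were DESeq2's size factors, DESeq2's Wald test, limma-voom, other filters on low counts, the fit without the block, leaving out each embryo in turn, other windows and gene positions, and other settings of DELocal. R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and Python 3.11.15 were used.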

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

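The tests on sterol synthesis genes, on a lower share of mesenchymal cells and on X copies were chosen only after the result was seen, and the way the epithelial markers are read per embryo was also set after their values were seen. All values here come from the IGF1 experiment on cultured molars, which the paper does not report.

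IGF1 changed 1666 of the 14504 genes tested (975 higher and 691 lower), at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and the replicate block. In 1592 of them all 5 embryos changed the same way. Without the block 887 genes were called, 885 of them the same genes. Of the 16 splits of the samples that part all 5 pairs, 1 gave as many genes, the real one, and the others gave 0; with 16 splits the share cannot go below 0.0625. Among 84 other splits, which part fewer pairs, the most was 19 genes. With the block, only the parted pairs inform the contrast, so those fits rest on fewer embryos and many repeat each other. They had less power to reach a high number. After the trends with GC content and gene length were removed, 98% of the calls were kept, and after both teeth of each pair were thinned to a single total 95.5% were kept, which argues against these as the whole cause. As simulations gave more unchanged genes among the calls than the nominal share, some of the calls may be false, and the lowest count under leaving out an embryo was 986 (without embryo 4).

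The tooth developmental genes were lower as a set with IGF1. The 273 tested had a median log2 fold change of -0.11 (camera p = 5.96e-05), with 0.0120 under an estimated correlation and 0.000746 under fry. Past the threshold were 14 higher and 44 lower genes, 58 in all, and 67 when adjusted over the list alone. The median was lower in 5 of 5 embryos, from -0.14 to -0.06. Of the 16 splits that part all pairs, 1 gave as strong a set result, and 2 of the 84 other splits did. Those 2 had the same value (negative log10 of the camera p 4.64), so they are not separate evidence. The real split had 4.22, and the highest of the others that part all pairs had 3.65. Other groupings of the samples thus gave low camera p-values too. With 16 splits the share cannot go below 0.0625, so they cannot rule out an accident of grouping. Thinning gave a camera p of 5.24e-05 and removing the GC and length trends gave 5.14e-05. Neither library size nor these trends therefore account for the lower tooth set. A change in the share of cell types stays open. The median of 22 epithelial markers outside the tooth list changed by 0.12 on average over embryos (SD 0.20), and it was below 0 in embryos 1 (-0.05) and 4 (-0.12), so a small loss of epithelium in some embryos cannot be told apart from a fall of the tooth genes. The median of 13 mesenchymal markers outside the tooth list was below 0 in 5 of 5 embryos, from -0.30 to -0.03 (mean -0.17, SD 0.13), so a lower share of mesenchymal cells stays open too. An effect of IGF1 on tooth gene expression is also open.

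Sterol synthesis genes were higher as a set. The 20 genes had a median log2 fold change of 1.60 (camera p = 2.73e-30), with 0.00717 under an estimated correlation and 8.58e-06 under fry, and 19 of them were past the threshold. The median per embryo lay between 1.39 and 1.80 (SD 0.15). The list was written after such genes had been seen among those changed, so the test describes them and is no independent evidence.

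Hypoxia response genes were higher as a set, with a median log2 fold change of 1.54 over 18 genes, 16 of them past the threshold. Limma's camera with the preset correlation gave p = 1.29e-11 for the set. The call held under fry over all embryos (0.0151) but not under an estimated correlation (0.123). Without embryo 3 fry gave 0.0522. The response differed between embryos, with medians of 2.32 in embryos 2 and 3 and of 0.63, 0.84 and 0.89 in embryos 1, 4 and 6. The test was prompted by Ndrg1, and the set is consistent with a hypoxia response in the IGF1 teeth. Oxygen in the culture drops and signalling by IGF1 itself could both raise these genes, and this was not tested.

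Some samples stood far from the other 4 of their group, by the gap to the nearest sample over the whole range. Of 92 groups tested, 13 had such a sample where about 4.6 would by chance, and 8 of the 13 were groups of chromosome Y genes. In the other 84 groups 5 had such a sample where about 4.2 would by chance. Embryo 1 stood apart in both groups for the 4 genes of chromosome Y. Ddx3y had 281 counts in its control tooth and 0 in the others (ratio 1), and 294 against 0 to 5 with IGF1 (ratio 0.983). Eif2s3y had 156 against 0 (ratio 1) and 154 against 0 to 3 (ratio 0.981). Kdm5d had ratios of 0.910 and 0.899, and Uty of 0.953 and 0.900, with some counts in every sample. Both teeth of each embryo gave the same picture, as the labels' pairing requires. The labels give no sex. The 2 libraries of embryo 1 were the smallest of their groups (2845773 and 3456634 counts), so depth did not raise its counts. The values are consistent with embryo 1 being the only male. Females read the X copies Ddx3x, Eif2s3x and Kdm5c from both X chromosomes, and all 3 were lowest in embryo 1, with a mean over both teeth of 374 CPM for Ddx3x against 488 to 580 in the other embryos, 157 against 262 to 299 for Eif2s3x and 227 against 291 to 321 for Kdm5c. Whether copies on chromosome X share reads with Kdm5d and Uty was not tested.

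The remaining samples far from the rest were the control tooth of embryo 1 for Dlx5 (28.2 CPM against 20.4 to 22.4, ratio 0.744), and the control tooth of embryo 6 for Sostdc1 (273 against 173 to 201, ratio 0.724). The IGF1 tooth of embryo 6 stood apart for Cyp26c1 (8.42 against 0.475 to 2.59, ratio 0.734), Shh (30.0 against 7.49 to 13.5, ratio 0.731) and Igfbp6 (0.714 against 1.83 to 2.02, ratio 0.861). Without embryo 6 the log2 fold change of Cyp26c1, which was not past the threshold over all embryos (-1.38), was -2.24 and past it. DESeq2's Wald test over all embryos also called it, at -1.61 with an adjusted p of 0.0198 after Benjamini-Hochberg adjustment; the adjusted p ran from 0.00832 to 0.475 over the alternatives. These 5 values, about as many as by chance (4.2 of 84), come from 3 samples, and 4 of the 5 are from embryo 6. Whether they gather in embryo 6 beyond chance was not tested, nor was any cause.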

How the results depend on the processing

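The correction for GC content and length, thinning, the lists matched on neighbours and all marker and response lists were chosen only after the data had been seen. Each embryo left out removes samples, so fewer calls follow from fewer samples; for the other changes the cause was not tested.

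Without the replicate block, 887 genes changed with IGF1 and 25 tooth genes were past the threshold, in place of 1666 and 58. Leaving out each embryo gave from 986 (without embryo 4) to 1602 changed genes and from 36 (without embryo 4) to 51 tooth genes. The other settings gave 1364 to 2102 changed genes. The block changed the direction of DELocal against random lists (area under the ROC curve 0.560, below its own random median of 0.562); across fits leaving out an embryo the area ran from 0.528 (without embryo 4, also below random lists) to 0.558. None of these areas for DELocal was past 0.05. With Benjamini-Hochberg adjustment DELocal called 220 genes in place of 2402. So adjusted, it called 110 with the replicate block, and from 29 (without embryo 4) to 61 (without embryo 2) when an embryo was left out.

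Leaving out each embryo gave camera p-values from 0.0310 (without embryo 4) to 0.941 (without embryo 3, where the direction reversed) for the epithelial markers, and from 0.00665 to 0.0537 for the mesenchymal markers, above 0.05 without embryo 3 (0.0519) or 6. Under an estimated correlation the p-values were 0.123 for hypoxia and 0.182 for mesenchymal genes. The tooth, FGF and sterol sets kept their direction and side of 0.05 in each alternative to the preset camera test. When an estimated correlation was combined with a further change, the tooth set had 0.0666 without embryo 3. The FGF set without Spry4 then had 0.0737 without the replicate block and 0.0651 to 0.0910 without embryo 1, 2, 3 or 4. All 7 FGF genes had 0.0945 without the block, and 0.0690, 0.0611 and 0.0530 without embryo 1, 2 or 3. The sterol set stayed under 0.05.

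Among 41 named genes, 26 of 519 values were weaker, 2 stronger and 1 reversed. The log2 fold change of Dlx4, which was not past the threshold, was 0.0799 without embryo 4 and ran from -0.34 up to that value over these fits. Cyp26a1 lost its call in all 5 fits that left out an embryo, and Cdh3, Dlx1 and Gm6472 in most of them. The replicate block changed the calls of Cyp26a1, Tfap2c, Sostdc1, Cdh3 and Gm6472, which were not past the threshold without it. DESeq2's Wald test over all embryos, after Benjamini-Hochberg adjustment, did not call Dlx1 (adjusted p = 0.0590) or Cyp26a1 (0.0513).

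With 1 Mb on either side, the median number of neighbours was 29 and 78 genes had none, and with all annotated genes the median was 27. The share of tooth genes without tooth gene neighbours was 61.9% with 1 Mb on either side, 71.5% with transcription starts and 70.9% against expressed genes, none of which was past 0.05 against random lists, while lists matched on the number of neighbours gave a larger difference. In random lists of 100, 200, 300, 1000, 2000 and 3000 genes, 1 Mb on either side gave 86.0%, 74.5%, 65.0%, 31.6%, 15.7% and 9.3% without neighbours.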

Differences from the paper's values

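The paper's Discussion states that 7 protein coding genes lack neighbours altogether, while 334 had no protein coding neighbour here, which is also the number in the paper's Methods. The alternatives set beforehand for the number of neighbours were applied to this count after the data were examined; they gave 78 with 1 Mb on either side and 339 with all sequences or with transcription starts. With neighbours of any biotype the count was 0 on the chromosomes and 4 with all sequences. The remaining alternative, with all annotated genes, left 8 of 55413 genes without a neighbour. That counts genes of every biotype and not protein coding genes alone. None of these equals the 7. The paper's Methods give 17 protein coding genes without neighbours of any biotype, against 0 here; with all sequences of the assembly there were 4, which also differs.

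The paper's randomizations show about 82% of genes without neighbours in lists of 1000 genes in Fig 3, read by eye, against 48.7% here. For lists of 2000 genes the paper shows about 67% in Fig 3, read by eye, against 29.5% here, and for 3000 genes about 54% in Fig 3, read by eye, against 20.0% here. With 1 Mb on either side, the only alternative set before the data were examined, the shares were 31.6%, 15.7% and 9.3%. A wider window can only lower these shares, so it could not have closed the gap. The gap is also present, within 1.5 times, in smaller lists. For 100, 200 and 300 genes the paper shows about 98%, about 96% and about 94% in Fig 3, read by eye, against 92.0%, 84.5% and 78.0% here, and with 1 Mb on either side the shares were 86.0%, 74.5% and 65.0%. Of 10000 lists of 300 genes here, the highest share was 89.3%.

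The paper's Results name Dlx1 and Dlx2 for chromosome 11 and, in the same sentence, for chromosome 2. In the annotation Dlx1 and Dlx2 lie on chromosome 2, and the Dlx genes on chromosome 11 are Dlx3 and Dlx4. The paper names Cyp26a1 among the paralogs in its set of tooth genes, and it is not among the 302 genes of S1 Table as analysed here.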

Other observations

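The tests on gene families, on gene density and on FGF response genes without Spry4 were chosen only after the result was seen, and the way the tests on families and density were computed was corrected once afterwards.

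Tooth genes shared neighbourhoods more often than random genes (70.9% without a tooth gene neighbour against a median of 77.8%). Tooth genes did not lie in denser regions, as the median number of protein coding neighbours was 10 for tooth genes against 15 for all protein coding genes. Random lists matched on the number of protein coding neighbours had a median of 86.8%, and 0 of 10000 had as low a share. Pairs that share a symbol stem account for part of the difference at most, against lists matched on the number of neighbours. Related genes with unlike symbols, if any, were not set aside. The part due to gene families as such can therefore not be bounded. With pairs that share a symbol stem set aside, 76.8% of tooth genes had no tooth gene neighbour. Of 2000 unmatched random lists, 255 had as low a share (203 before the treatment of placeholder symbols was corrected), but with the lists matched on the number of neighbours the median was 88.1% and 0 of 2000 had as low a share. No other explanation was tested. Against unmatched lists the difference was not past 0.05 with the wider window, as given with its alternatives.

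Of 13 tested IGF pathway genes, 6 were past the threshold with IGF1. Igf1r (log2 fold change -0.68, standard error 0.07), Insr (-0.45), Irs1 (-0.50) and Irs2 (-0.96) were lower in 5 of 5 embryos, while Igfbp2 (0.66) and Igfbp5 (0.98) were higher in 5 of 5. The largest rises were in Mgarp (3.88), Stc2 (3.58), Trim66 (3.01), Slc16a3 (2.95) and Ankrd37 (2.90), and among the largest falls were those of Gm6472 (-2.31), Scn7a (-2.02), Krt23 (-1.86) and Pamr1 (-1.82). Several of these falls have few counts, and Gm6472 is a predicted gene whose reads other loci could share. Of the rises, Mgarp, Trim66, Stc2 and Ankrd37 had low control means (0.49, 1.21, 1.81 and 2.21 CPM), while Slc16a3 had 12.0. The rises of Stc2, Trim66 and Ankrd37 were largest in embryos 2 and 3. For Trim66 the log2 ratios there were 4.54 and 3.37, against 0.91 to 1.43 in the other embryos. The call for Gm6472 was lost without embryo 1, 2 or 4 (changes of -2.32, -2.47 and -2.12), and that for Krt23 without embryo 4, where its change was -1.70.

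Of 18 genes taken from the paper, 8 changed with IGF1, all lower. The 18 are genes its text names, Tfap2c and Itga6 from the labels of Fig 9, and Dlx3 and Dlx4 from S1 Table. They were Shh (-1.31, standard error 0.16, adjusted p = 0.000645), Cyp26a1 (-0.97), Dlx2 (-0.75), Sostdc1 (-0.59), Egr1 (-0.56), Tfap2c (-0.54), Cdh3 (-0.33) and Dlx1 (-0.29), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cyp26a1, Tfap2c, Sostdc1 and Cdh3 were not past the threshold without the replicate block, where their changes were -0.88, -0.55, -0.58 and -0.33.

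A lower FGF response is a candidate explanation for the fall of Shh and the Spry genes. The list of 7 FGF response genes holds Spry4, which is itself a tooth gene and part of what is to be explained. The other 6 were lower as a set (median -0.22, camera p = 0.00122; 0.0367 under an estimated correlation and 0.00197 under fry), with 2 of them past the threshold, and their median was below 0 in 5 of 5 embryos. All 7 together gave a median of -0.23 (0.000394, with 0.0227 under an estimated correlation and 0.00132 under fry). Fewer signalling cells could lower this set too, and this was not tested. The 24 epithelial markers had a median of 0.03 (camera p = 0.316; 2 are on the tooth list), and the 18 mesenchymal markers of -0.08 (p = 0.0185, 0.182 under an estimated correlation and 0.0402 under fry; 5 are on the tooth list).

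Ranked by p-value for the IGF1 contrast, the tooth genes had an area under the ROC curve of 0.587 with edgeR, 0.587 with limma and 0.607 with DESeq2, against random medians of 0.522, 0.522 and 0.533 for lists matched on expression (permutation p = 0.0002 for each, the smallest that 10000 lists give). Those areas were taken over 14504 genes. Over only those of its genes that passed edgeR's filter, DELocal gave 0.518 against 0.513 (permutation p = 0.808). Over all of its 17962 genes it gave 0.544 against 0.543 (permutation p = 0.969). Of the 16 splits that part all pairs, the real one alone gave as high an area for edgeR (1), limma (1) and DESeq2 (1), and 2 did for DELocal. Among the 84 splits that part fewer pairs, as high an area was reached by 0 for edgeR, 0 for limma, 2 for DESeq2 and 20 for DELocal. The 2 for DESeq2 had the same area (0.609), so they are not separate evidence. For edgeR, limma and DESeq2, which use the block, these splits rest on fewer embryos. The other splits that part all pairs had a median area of 0.567 with DESeq2, above that of the matched lists, so the p-values against lists do not test the treatment. The contrast is not the one DELocal was built for, so this says nothing on its performance in the paper. Without adjustment DELocal called 2402 of 17962 genes, 1124 of them shared with edgeR's 1666 adjusted calls over 14504 genes. These thresholds differ. Unadjusted, edgeR had 3842 genes under 0.05, and with Benjamini-Hochberg adjustment DELocal called 220. For DELocal's 2402 unadjusted calls, 1 of the 16 splits was as high, the highest of the others being 1011. Among splits that part fewer pairs the number reached 2280.

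DELocal's p-values were lower for genes with higher expression (Spearman rho across 17962 genes -0.27). For edgeR rho was -0.18, but over the 14504 genes that passed its filter, so it cannot be set directly against DELocal's value. Residuals taken on the linear scale are a possible explanation of DELocal's trend. With log2 values DELocal's rho over the 17962 genes was -0.0774. Genes are not independent replicates.

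The change of a gene and the median change of its 5 nearest tested genes were correlated across genes (Spearman rho 0.113). Removing GC and length trends gave 0.0851, and using only neighbours over 10 kb away without overlap gave 0.0958, so neither these trends nor shared reads account for all of it. A permutation of the changes among genes gave p = 0.0001, the smallest that 10000 shuffles can give. However, 6 of the 16 splits that part all pairs, the real one among them, gave as high a value, so the relation cannot be attributed to IGF1. So did 36 of 84 others, but with the block these rest on fewer embryos and many repeat each other. They are thus not 36 separate results.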
